A study of Mus musculus with 18 samples. Its data were reported in "ZMAT1 Promotes Osteoclastogenesis Through TRIM46 Mediated YAP1 Degradation and Inhibits Osteoblastogenesis" (2026).

How the data were processed

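The authors deposited 1 table with a read count and an FPKM value (fragments scaled by transcript length and library size) for each of 34745 genes in each of 18 libraries. The authors extracted total RNA with a column kit, made messenger RNA libraries with a SMARTer kit, and computed the deposited FPKM values with StringTie and Ballgown. The deposited counts were whole numbers, and the aligner, the counting program and their versions were not stated. Expression values given here came from the 18 count columns, and the 18 deposited FPKM columns were used only to derive gene lengths. Columns with no sample numbered 0. Sequence reads and transcript or exon levels were not analysed here. Gene positions (GRCm38) were taken from the table, and 27682 of the 34267 identifiers shared with a GRCm38 annotation (80.78%) had exactly the same position there. A symbol was on more than 1 line of the table in 59 cases, so genes were matched by identifier.

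Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr at its default settings, which left 14241 genes, and libraries were scaled by the trimmed mean of M values (TMM). All 18 libraries were fitted together as 6 groups of label and day with the quasi-likelihood negative binomial model (glmQLFit, glmQLFTest), and the common dispersion was 0.09451. P-values are 2-sided and were adjusted by the Benjamini-Hochberg method over the 14241 genes of each comparison. A gene was called at an adjusted p under 0.05. A second threshold, here the unadjusted threshold, took an unadjusted p under 0.05 with a fold change above 1.5 or below 0.66. Levels are CPM, the usual counts scaled by the TMM-adjusted library size, given as mean ± SD. Standard errors (SE) of log2 fold changes were taken from the quasi-likelihood F statistic. In a group with 3 or fewer counts in every library a gene was taken as at the floor, and its fold change is given as a bound computed with 3 counts in each of those libraries. Floors and dispersions describe counting error and the spread between libraries, and polymerase chain reaction copies were not told apart from separate molecules.

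The comparisons, the gene lists, the rule for the genes named, and the alternatives were fixed before the data were examined. The genes named were Zmat1 and 12 genes behind the names in the quantitative PCR of the study, with both Stk4 and Mst1 taken for the name Mst1. Beyond these they were the genes with the largest fold changes in each direction among called genes whose 3 libraries in one group did not overlap the 3 in the other and whose mean was above 1 CPM in the higher group (up to 5 in each direction between the labels, up to 3 in each direction for RANKL in the libraries labelled WT). Fold changes of genes at the floor were ordered by their fitted values. Other genes were named after their values were seen. Lists of osteoclast genes (19), Hippo pathway components (28) and YAP1 targets (20, of which 19 were tested) were tested with limma 3.58.1 (camera with an inter-gene correlation of 0.01), with fry and with camera at an estimated correlation beside it, adjusted over the 3 lists and 3 days together. The other lists, written before their test, covered stromal or osteoblast, neutrophil, B cell, erythroid, T or NK cell, macrophage, cell cycle, interferon response and sex-linked genes. The score of a list was the mean log2 CPM of its genes, computed with a prior count of 2, and its difference between the labels was tested by an exact 2-sided permutation of the labels within days (8000 orders). That test takes the libraries of different days as independent. Since the numbers may carry over days, the labels were also permuted over whole numbers on days 0 and 3 (20 orders, which cannot give p under 0.1), a test chosen after the data were seen. WT day 1 has no number 3 and was left out of it.

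The alternatives were no filter except for genes at 0 in every library, a stricter filter (at least 5 CPM in at least 3 libraries), DESeq2 size factors in place of TMM, the DESeq2 1.42.0 Wald test, a fit on only the libraries of the groups compared, the replicate number as a block, the style of the titles as a covariate, the average of both WT day 1 libraries numbered 1, and each library left out in turn. Whether replicate numbers pair libraries was checked by correlating the deviations of same-number libraries from their group means. In the libraries labelled KO every such pair correlated by more than 0.1 between days 0 and 3 (0.13 to 0.398) and between days 1 and 3 (0.156 to 0.34), and 2 of 3 did between days 0 and 1. Some KO pairs of different numbers correlated as much, such as 0.155 for KO day 0 library 2 with KO day 3 library 1. Between days 0 and 3 only number 3 stood apart from them (0.398). In the libraries labelled WT 1 of 3 same-number pairs correlated by more than 0.1 between days 0 and 3 (-0.023 to 0.111). The labels do not say what the numbers share. A block of the replicate number within each label was therefore added for the comparisons between days, an alternative chosen after the data were seen. The splits of the libraries were all 10 for each comparison of 3 against 3 libraries, and 25 draws of the labels within days for each interaction. The model was tested on simulated data with the dispersions of these libraries and 200 of 14241 genes changed on day 3. It called 125 genes, of which 124 were changed, and it recovered 37% of the genes changed 2-fold and 87% of those changed 4-fold. On a simulated day with no change it called 0 genes, and 710 genes had an unadjusted p under 0.05, of which 408 passed the unadjusted threshold. The DESeq2 test called 178 genes in the same simulation, of which 146 were changed. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.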

Results

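Gene expression was measured by RNA sequencing in bone marrow-derived macrophages, cells grown from mouse bone marrow with the growth factor M-CSF. RANKL, the cytokine that turns such cells into bone-resorbing osteoclasts, had been given for 0, 1 or 3 days. The 18 libraries formed 6 groups of 3, with 9 libraries labelled Zmat1 knockout (KO) and 9 labelled wild type (WT). Total counts per library ran from 13789775 (KO day 1 library 3) to 17559958 (KO day 1 library 1). Of 34745 genes, 13394 had 0 counts in every library, and 14241 passed the filter on low counts and were tested. The 10 most abundant genes of a library took 6.71% of its counts (WT day 3 library 3) to 19.9% (KO day 0 library 2). Every library held at least 4458 counts of Xist and at most 3 counts summed over 4 genes of the Y chromosome.

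The titles were written in 2 styles. A double hyphen appeared in 5 titles (KO day 0 library 2, KO day 1 libraries 1 and 2, WT day 0 library 1, and 1 of the pair of WT day 1 libraries numbered 1), and a single hyphen in the others, which included all 6 day 3 libraries. With the style added to the model, 3310 genes followed it at an adjusted p under 0.05 in edgeR, 1416 of them higher and 1894 lower in the double-hyphen libraries. No day 0 or day 1 group held 3 libraries of one style, so these comparisons were not fitted within a style, and values with the style as a covariate are given instead. The first 2 principal components of log2 CPM held 55.7% and 13.3% of the variance. On the first component the day 3 libraries lay apart from those of days 0 and 1, and the 3 double-hyphen day 1 libraries (1 labelled WT, 2 labelled KO) lay among the day 0 libraries.

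**Figure D1:**
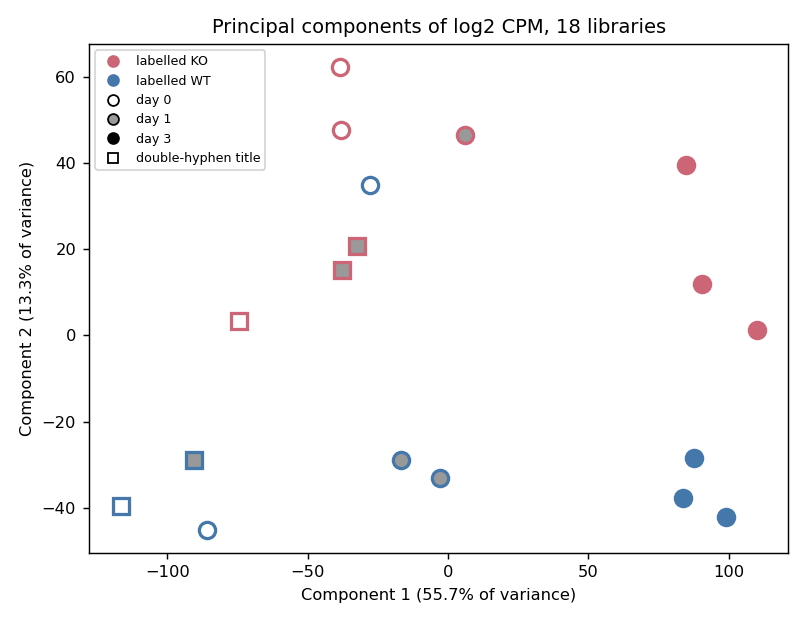
First and second principal components of log2 CPM for 18 libraries, with the share of variance on each axis, coloured by label, filled by day, and square for double-hyphen titles. The 6 day 3 libraries lie to one side on component 1, which holds 55.7% of the variance.

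The first question was whether Zmat1 (ENSMUSG00000052676, chromosome X, 134971372 to 135009209), the gene named in the labels, was lost in the libraries labelled KO. Zmat1 was counted in every library, with at least 49 counts in each library labelled KO and at least 32 in each labelled WT. On day 0 it measured 5.14 ± 2.18 CPM in the libraries labelled KO and 4.35 ± 2.74 CPM in those labelled WT (SD, n = 3 each). On day 1 the levels were 5.27 ± 1.22 and 3.99 ± 0.431 CPM, and on day 3 they were 5.04 ± 0.541 and 3.26 ± 1.30 CPM. The log2 fold change between the labels was 0.63 on day 3 (SE 0.406, adjusted p = 0.615, edgeR), 0.40 on day 1 (adjusted p = 0.821) and 0.24 on day 0 (adjusted p = 0.93). Over the 3 days the mean log2 CPM differed by 0.47 (exact permutation of the labels within days, 2-sided, p = 0.0575). Zmat1 counts thus did not follow the labels, and directions are given by label only. The alternative that moved the day 3 value most was the fit without WT day 3 library 2, with a log2 fold change of 0.99 (adjusted p of 0.272 to 0.943 over 13 alternatives), and the lowest value was 0.41 without WT day 3 library 3. The day 1 value was 0.23 without KO day 1 library 3 and 0.56 without KO day 1 library 1. On day 0 the sign changed to -0.15 without KO day 0 library 2 and to -0.04 without WT day 0 library 2. From day 0 to day 3 of RANKL, Zmat1 changed by a log2 fold change of -0.41 in the libraries labelled WT (adjusted p = 0.409) and -0.03 in those labelled KO (adjusted p = 0.966). The former became 0.26 without WT day 0 library 1.

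**Figure D2:**
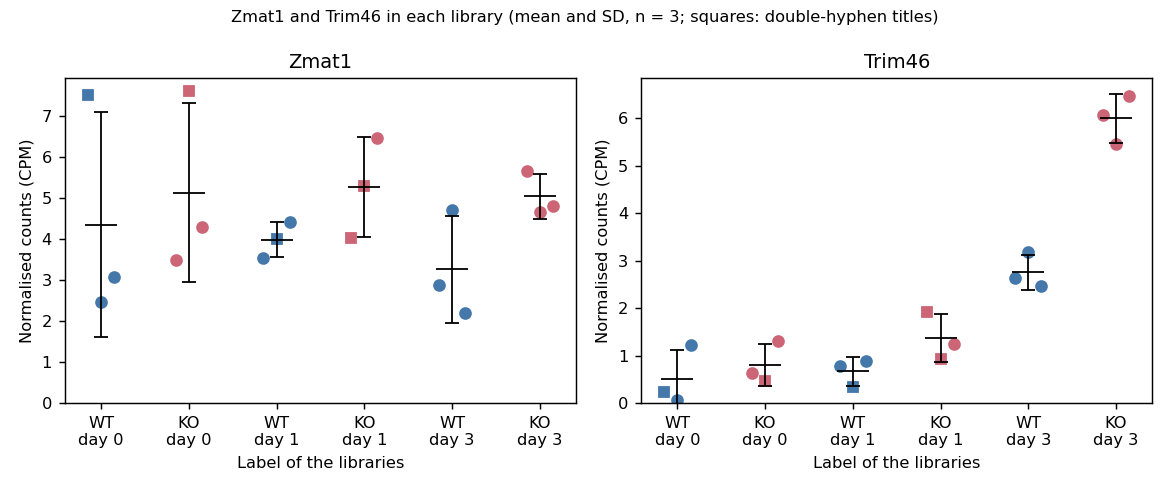
Normalised counts (CPM, linear axis from 0) of Zmat1 and Trim46 in each of 18 libraries by label and day, with the mean and SD of each group (n = 3) and squares for double-hyphen titles. Zmat1 is present in all 9 libraries labelled KO, and Trim46 on day 3 lies at 5.45 to 6.46 CPM in the libraries labelled KO and at 2.47 to 3.18 CPM in those labelled WT.

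The comparison of the labels on day 3 of RANKL asked which genes differ between the labels as osteoclasts form. At an adjusted p under 0.05 (edgeR quasi-likelihood test) 20 genes differed, 12 higher and 8 lower in the libraries labelled KO. On day 1, 16 genes differed (9 higher, 7 lower), and on day 0, before RANKL, 17 genes differed (9 higher, 8 lower). The alternative that moved the day 3 count most was the DESeq2 Wald test, with 235 genes, and the 6 fits that each left out 1 library gave 9 to 13 genes (9 without KO day 3 library 1). With the title style as a covariate the counts were 51 on day 3, 31 on day 1 and 22 on day 0. Without the double-hyphen WT day 1 library the day 1 count was 133 (51 higher, 82 lower). Without WT day 0 library 3 the day 0 count was 197 (172 higher, 25 lower). At the unadjusted threshold 810 genes differed on day 3 (687 higher, 123 lower), 670 on day 1 (475 higher, 195 lower) and 562 on day 0 (411 higher, 151 lower). In the simulated day with no change 408 genes passed that threshold. The day 3 count at that threshold was 515 without KO day 3 library 3 and 538 without WT day 3 library 3, the day 1 count was 1419 without the double-hyphen WT day 1 library, and the day 0 count was 311 without WT day 0 library 2, 355 without KO day 0 library 3 and 1875 without WT day 0 library 3. The 3 libraries of one label did not overlap the 3 of the other in 4164 genes on day 3 (29.2%), 1801 on day 1 (12.6%) and 1441 on day 0 (10.1%), where chance gives 10%. All 20, 16 and 17 called genes were among these.

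In total 26 genes were called on at least 1 day and 13 of them on all 3 days, and 21 of the 26 had the same direction on all 3 days. In 13 of the 26, the 9 libraries labelled KO did not overlap the 9 labelled WT. At the unadjusted threshold 70 of the 1601 genes found on any day were found on all 3. For the difference between the labels averaged over the 3 days, 226 genes were called (163 higher, 63 lower in the libraries labelled KO). At the unadjusted threshold that average gave 1243 genes (1109 higher, 134 lower). The averaged comparison takes the libraries of different days as independent. The named genes higher in the libraries labelled KO on day 3 began with 9930111J21Rik2 (ENSMUSG00000069892, chromosome 11, 49015874 to 49051242), at 22.6 ± 6 against 0.15 ± 0.0738 CPM (log2 fold change 7.18, SE 0.426, adjusted p = 7.68e-07). Agpat4 (ENSMUSG00000023827, chromosome 17, 12118704 to 12219645) measured 48 ± 10.7 against 3.42 ± 0.319 CPM (log2 fold change 3.81, SE 0.25, adjusted p = 1.51e-06). For 5830417I10Rik (ENSMUSG00000078684, chromosome 3, 88775216 to 88825587) the levels were 28.6 ± 1.58 and 3.41 ± 0.772 CPM (log2 fold change 3.06, SE 0.212, adjusted p = 2.08e-06). Tpm3 (ENSMUSG00000027940, chromosome 3, 90072649 to 90100902) measured 298 ± 30.7 against 79.1 ± 2.29 CPM (log2 fold change 1.91, SE 0.164, adjusted p = 2.89e-05), and its near-identical copy Tpm3-rs7 changed the other way (log2 fold change -1.55), so that their summed counts differed by a log2 fold change of 0.05. Olfr56 (ENSMUSG00000040328, chromosome 11, 48978889 to 49135387), whose locus spans that of 9930111J21Rik2, was at least 11.1-fold higher (adjusted p = 0.0476), a call that was lost in 9 of 13 alternatives.

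Among the genes lower in the libraries labelled KO on day 3, 3 were at the floor there. Gm13767 (ENSMUSG00000085547, chromosome 2, 90358171 to 90383161) had 0 CPM against 4.93 ± 0.606 CPM and was at least 27.8-fold lower (adjusted p = 6.63e-05). Cgn (ENSMUSG00000068876, chromosome 3, 94760069 to 94786492) was at least 30.3-fold lower (5.38 ± 2.16 CPM in the libraries labelled WT, adjusted p = 0.00495), and Gm12220 (ENSMUSG00000081098, chromosome 11, 53929305 to 53929476) at least 6.24-fold lower (adjusted p = 0.0191). Pcdhga8 (ENSMUSG00000023036, chromosome 18, 37815079 to 37841873) measured 0.822 ± 0.563 against 40 ± 14.1 CPM (log2 fold change -5.60, SE 0.911, adjusted p = 0.0226) but changed by a log2 fold change of only 0.25 on day 1. The table gives its symbol to 2 identifiers, and its locus overlaps those of 26 others, most of them genes of the same cluster, so that its read assignment is uncertain. Slc22a4 (ENSMUSG00000020334, chromosome 11, 53983123 to 54028090) measured 9.77 ± 2.41 against 38.3 ± 7.94 CPM (log2 fold change -1.97, SE 0.246, adjusted p = 0.00176). The calls of Gm12220 and Pcdhga8 were each lost in 6 alternatives, and that of Cgn in 1.

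On days 1 and 0 the rule named most of the same genes. Added on day 1 were Pkd1l2 (ENSMUSG00000034416, chromosome 8, 116995679 to 117082449, log2 fold change 2.61, adjusted p = 0.0416), Lyrm7 (ENSMUSG00000020268, chromosome 11, 54826866 to 54860916, -2.77, adjusted p = 0.00256) and Nmnat1 (ENSMUSG00000028992, chromosome 4, 149467572 to 149485202, -2.31, adjusted p = 0.00011). Day 0 added Tgtp1 (ENSMUSG00000078922, chromosome 11, 48985327 to 48994172), which lies within the Olfr56 locus and had a log2 fold change of -4.91 (adjusted p = 0.00128). The day 1 call of Pkd1l2 was lost in 7 of 14 alternatives (adjusted p of 2.22e-05 to 0.461), and those of Lyrm7, Nmnat1 and Tgtp1 each with only the libraries of the groups compared. Of the genes also called on day 3, Olfr56 lost its day 1 call in 6 alternatives, Gm12220 in 2, and Gm13767 and Cgn in 1 each. On day 0 Pkd1l2 lost its call in 2, and Olfr56, Cgn and Gm12220 in 1 each. On day 0 Gm13767 was at least 59.7-fold lower, Cgn at least 42.3-fold lower and Olfr56 at least 29.2-fold higher in the libraries labelled KO. Of the 26 genes, 14 lay on a pair of stretches, chromosome 3 from 86.8 to 94.8 Mb and chromosome 11 from 44.5 to 57.8 Mb.

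**Figure D3:**
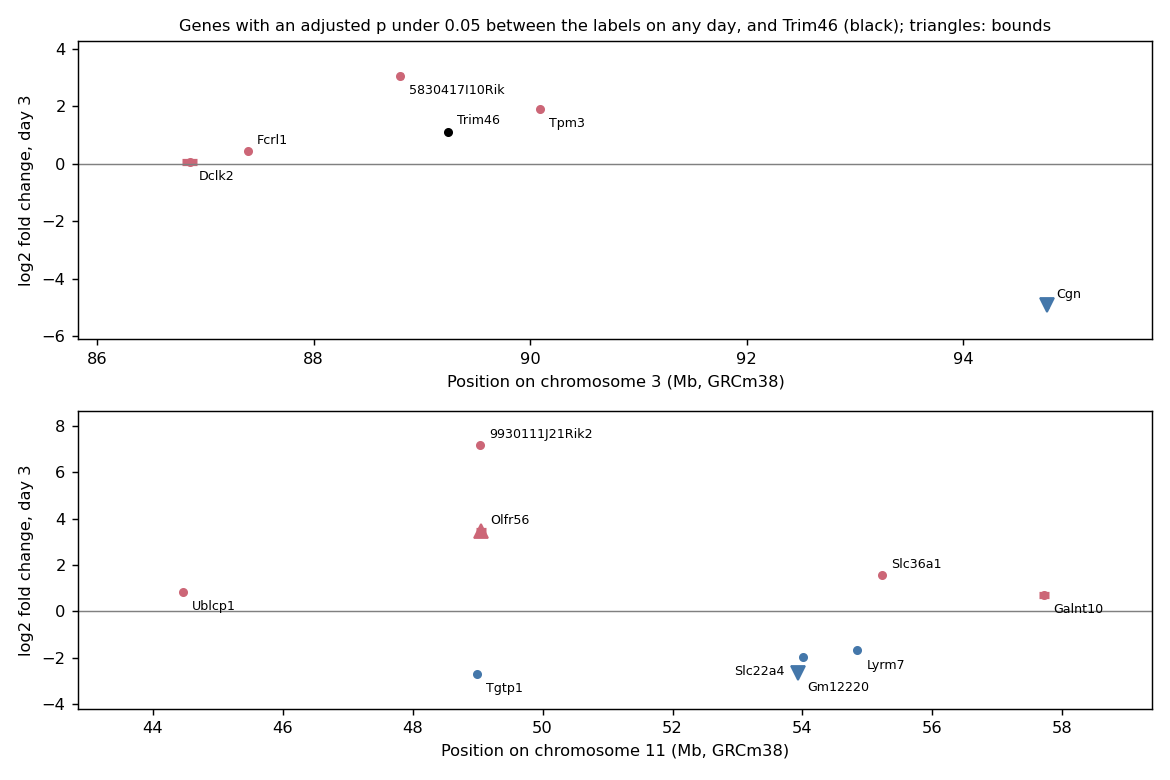
Log2 fold change between the labels on day 3 (vertical axis) against position in Mb (GRCm38) for the genes on chromosomes 3 and 11 called on any day, and for Trim46 in black; triangles are bounds for genes at the floor in one group, red is higher and blue is lower in the libraries labelled KO. The plot holds 5 called genes on chromosome 3 and 9 on chromosome 11, and Trim46 lies 0.44 Mb from 5830417I10Rik.

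How Trim46, the Hippo pathway and osteoclast genes changed was asked of 12 genes fixed in advance, chosen from the names in the quantitative PCR of the study. The name Mst1 can stand for Stk4 or for the gene Mst1, and both were taken. The study used the name for a component of the Hippo pathway, and only Stk4 is in the list of Hippo components used here. Between the labels on day 3, 0 of the 12 had an adjusted p under 0.05 over all genes tested and 0 when adjusted over the list alone, while 1 had an unadjusted p under 0.05. On day 0 the counts were 0 over all genes tested and 2 adjusted over the list alone (3 unadjusted), and on day 1 they were 0 and 0 (1 unadjusted). Trim46 (ENSMUSG00000042766, chromosome 3, 89234177 to 89246309) measured 5.99 ± 0.512 CPM in the libraries labelled KO and 2.76 ± 0.37 CPM in those labelled WT on day 3, with no overlap of the 3 libraries of each label. Its log2 fold change was 1.12 (SE 0.57, adjusted p = 0.507, edgeR), with a range of 1.04 to 1.23 and adjusted p of 0.0581 to 0.923 over 13 alternatives. It was 1.007 on day 1 (1.37 ± 0.506 against 0.67 ± 0.297 CPM, adjusted p = 0.703) and 0.62 on day 0 (0.805 ± 0.447 against 0.513 ± 0.614 CPM, adjusted p = 0.881). The day 0 value was 0.08 without KO day 0 library 3 and 2.27 without WT day 0 library 3. From day 0 to day 3 of RANKL, Trim46 rose by a log2 fold change of 2.38 in the libraries labelled WT (adjusted p = 0.00702) and 2.88 in those labelled KO (adjusted p = 0.00251). Over 14 alternatives the former ran from 1.91 (without WT day 0 library 2) to 4.06 (without WT day 0 library 3), with adjusted p of 0.000206 to 0.0525, and the call was lost with only the libraries of the groups compared (0.0525). The latter ran from 2.63 to 3.45, with adjusted p of up to 0.0134. The interaction of label and day for Trim46 was 0.50 (SE 0.889, adjusted p = 0.981). No library was cultured to day 3 without RANKL, so the rises of Trim46 are not told apart from time in culture or cell mixture.

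Of the Hippo genes on day 3, Yap1 (ENSMUSG00000053110) measured 64 ± 11.6 against 39.7 ± 8.42 CPM (log2 fold change 0.69, SE 0.779, adjusted p = 0.78), and Cyr61 (Ccn1, ENSMUSG00000028195), a YAP1 target, changed by 0.47 (adjusted p = 0.868). Stk4 (ENSMUSG00000018209) changed by -0.15 (adjusted p = 0.892) and Lats1 (ENSMUSG00000040021) by -0.07 (adjusted p = 0.804). The gene Mst1 (ENSMUSG00000032591), which is not in the list of Hippo components, changed by -1.19 at under 1 CPM (adjusted p = 0.603). Leaving out 1 library gave 0.30 (without WT day 3 library 3) to 0.71 (without WT day 3 library 2) for Cyr61, -0.113 to -0.0306 for Lats1 (without WT day 3 library 3 or 1) and -1.60 to -0.79 for Mst1 (without KO day 3 library 1 or WT day 3 library 3). All 6 osteoclast genes among the 12 were lower on day 3 in the libraries labelled KO. Ctsk (ENSMUSG00000028111) measured 3194 ± 1170 against 4776 ± 1020 CPM (log2 fold change -0.58, SE 0.422, adjusted p = 0.651), Nfatc1 (ENSMUSG00000033016) 423 ± 112 against 638 ± 128 CPM (-0.59, SE 0.192, adjusted p = 0.31), and Mmp9 (ENSMUSG00000017737) 5036 ± 2240 against 8136 ± 2360 CPM (-0.69, SE 0.625, adjusted p = 0.722). Dcstamp (ENSMUSG00000022303) changed by -0.65 (adjusted p = 0.708), Calcr by -0.57 (adjusted p = 0.592) and Itgb3 (ENSMUSG00000020689) by -0.19 (adjusted p = 0.894). The fold changes were smaller without KO day 3 library 3 (Ctsk -0.36, Mmp9 -0.42, Dcstamp -0.39, Calcr -0.34) and larger without KO day 3 library 2 (Ctsk -0.90, Mmp9 -1.07, Dcstamp -0.90, Calcr -0.85). Itgb3 was -0.08 without KO day 3 library 1 and -0.36 without KO day 3 library 2. On day 0 the genes that passed when adjusted over the list alone were Lats1 and Itgb3 (edgeR, 0.0191 each). Lats1 was lower in the libraries labelled KO, at 43.8 ± 1.79 against 54.4 ± 3.04 CPM (log2 fold change -0.31, adjusted p = 0.382). It was called over all genes tested in 1 of 13 alternatives (adjusted p = 0.0292). Itgb3 and Mmp9 were higher in the libraries labelled KO on day 0, each with a log2 fold change of 1.51 (adjusted p = 0.444 and 0.624). Mmp9 did not pass over the list alone (0.128). Without KO day 0 library 3 that of Mmp9 was 0.99, and without WT day 0 library 3 it was 2.03.

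RANKL was compared with day 0 to find the genes that change as osteoclasts form. No library was cultured as long without RANKL, so time in culture and cell mixture are not told apart from RANKL. Col1a1, a gene of the stromal or osteoblast list, rose from 752.5 CPM on day 0 to 5495.7 CPM on day 3 in the libraries labelled WT. In those labelled KO it rose from 1072.4 to 10694.3 CPM. By day 3, 7143 genes changed in the libraries labelled WT (3370 higher, 3773 lower) and 6046 in those labelled KO (2873 higher, 3173 lower). The day 3 counts ran from 5724 to 7746 (WT) and from 4452 to 6668 (KO) over 14 alternatives each. Of these genes 5089 were called in both, 5086 of them in the same direction, and the fold changes correlated across genes, which are not independent replicates, with r = 0.896. With total counts in place of TMM the median of all genes rose by 0.36 (WT) and 0.29 (KO) on the log2 scale, so day 3 changes are relative to the TMM median. The libraries of WT day 3 did not overlap those of WT day 0 in 8894 genes (62.5%), where chance gives 10%. On day 1, 335 genes changed in the libraries labelled WT (205 higher, 130 lower) and 3 in those labelled KO (3 higher, 0 lower), with 2 genes called in both. The day 1 counts depended on single libraries. In the libraries labelled WT the count was 1839 without the double-hyphen WT day 1 library, 1089 without WT day 0 library 3, 185 without WT day 0 library 1, 1 without WT day 0 library 2, and 0 without either of the other two WT day 1 libraries. With the title style as a covariate it was 1001. In the libraries labelled KO it was 13 without KO day 0 library 2, 0 in the 4 fits without KO day 0 library 1 or 3 or KO day 1 library 1 or 2, and 18 with the title style as a covariate. At an unadjusted p under 0.05, 2914 genes (WT) and 1456 genes (KO) changed by day 1. Of the 335 genes, 327 had the same sign in the libraries labelled KO.

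The named genes on day 3 in the libraries labelled WT were bounds against groups at the floor. Oscar (ENSMUSG00000054594, chromosome 7, 3609813 to 3616157) was at least 266-fold higher, Nyap2 (ENSMUSG00000054976, chromosome 1, 81076950 to 81341764) at least 119-fold higher and Calcr (ENSMUSG00000023964, chromosome 6, 3685680 to 3764714) at least 65.6-fold higher. Epx (ENSMUSG00000052234, chromosome 11, 87864000 to 87875536) was at least 13.3-fold lower, Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715676) at least 13.1-fold lower and Gm6522 (ENSMUSG00000106373, chromosome 3, 106275200 to 106299760) at least 13-fold lower. Their adjusted p ran from 1.5e-06 for Oscar to 0.0262 for Saa3. The Saa3 call was lost in 5 of 13 alternatives (adjusted p of 0.000267 to 0.0708) and the Epx call in 1 of 14 (0.0522 without WT day 0 library 3). Of the 12 fixed genes 9 passed in the libraries labelled WT over all genes tested and 10 adjusted over the list alone, and 8 and 9 passed in those labelled KO. Log2 fold changes in the libraries labelled WT were 7.97 for Ctsk (SE 0.572, adjusted p = 1.31e-06), 9.64 for Dcstamp (SE 0.946, adjusted p = 7.54e-06), 6.04 for Mmp9 (SE 0.774, adjusted p = 4.11e-05), 3.40 for Itgb3 (SE 0.454, adjusted p = 5.4e-05) and 2.53 for Nfatc1 (SE 0.203, adjusted p = 2.16e-06). In the libraries labelled KO they were 7.10, 7.62, 3.84, 1.71 and 2.17 in the same order. On day 1 in the libraries labelled WT, Prl2c2 (ENSMUSG00000079092, chromosome 13, 12996132 to 13005383) was at least 24-fold higher (adjusted p = 0.0342), A330074K22Rik (ENSMUSG00000097960, chromosome 8, 120204434 to 120228230) at least 12.5-fold higher and Tmem200a (ENSMUSG00000049420, chromosome 10, 25991186 to 26079052) at least 5.42-fold higher. Lower on day 1 were Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730, log2 fold change -2.88, adjusted p = 0.0402), Kmo (ENSMUSG00000039783, chromosome 1, 175620381 to 175662116, -2.86, adjusted p = 0.0397) and Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923, -2.75, adjusted p = 0.0449). These 6 calls were each lost in 6 to 9 alternatives.

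Whether the response to RANKL differed between the labels was tested with the interaction of label and day. On day 3 against day 0, 0 genes had an adjusted p under 0.05 and 769 had an unadjusted p under 0.05, and on day 1 against day 0 the counts were 0 and 527. The DESeq2 Wald test gave 4 genes on day 3, and the other 19 alternatives for day 3 and all 21 for day 1 gave 0.

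The gene lists asked whether osteoclast genes, Hippo pathway components and YAP1 targets moved as sets between the labels. The 19 osteoclast genes had a median log2 fold change of -0.57 on day 3, with 19 of 19 lower in the libraries labelled KO (camera, adjusted p = 3.47e-05). On day 1 the median was -0.13 (adjusted p = 0.336; -0.11 over 16 genes with those at the floor in both groups left out), and on day 0 it was 0.51 (adjusted p = 0.0399; 0.51 over 17 genes). The day 0 call was lost in 4 of 13 alternatives, without KO day 0 library 1 or 3 and without WT day 0 library 2 or 3 (adjusted p of 0.00695 to 0.244 over all 13). The 28 Hippo components had medians of 0.30, 0.11 and -0.04 on days 3, 1 and 0 (adjusted p = 0.436, 0.436 and 0.643). The day 1 test passed with the title style as a covariate (0.14, adjusted p = 0.0371, over a range of 0.0371 to 0.99 for 14 alternatives). The 19 tested YAP1 targets had medians of 0.66 on day 3 (16 higher, adjusted p = 0.121), 0.73 on day 1 (16 higher, adjusted p = 0.000846) and 0.53 on day 0 (17 higher, adjusted p = 0.000846). The day 1 call was lost without KO day 1 library 3 and without the double-hyphen WT day 1 library (adjusted p of 2.87e-07 to 0.142 over 14 alternatives), and the day 0 call without WT day 0 library 1 (3.18e-07 to 0.0511 over 13). None of these 9 set tests passed under fry (adjusted p = 0.189 for the osteoclast genes on day 3) or under camera with an estimated correlation (0.339). Single genes adjusted over the list alone passed in 2 cases for the Hippo components on day 0 and in 1 case for the YAP1 targets on day 1, and over all genes tested in 0 cases (3 osteoclast, 3 Hippo and 2 YAP1 target genes had an unadjusted p under 0.05 on day 3). The permutation of labels within days gave mean differences of -0.10 for the osteoclast genes (exact p = 0.585), 0.34 for the Hippo components (exact p = 0.0635) and 0.90 for the YAP1 targets (exact p = 0.0127, adjusted over 12 lists 0.0382). With whole numbers permuted on days 0 and 3, the exact p of the YAP1 targets was 0.2, where 20 orders cannot give p under 0.1. The mean log2 CPM of the YAP1 targets went with that of the stromal or osteoblast genes on days 0 and 1. In the WT day 0 libraries it was 2.42, 3.05 and 4.63 against 2.17, 3.59 and 6.36. On day 3 the order of the libraries differed. The stromal score was also higher in the libraries labelled KO (mean difference 1.52). RNA from stromal or osteoblast cells thus cannot be told apart from a change of YAP1 targets in the macrophages. The alternative that moved the osteoclast median on day 3 most was the fit without KO day 3 library 3, with -0.32 (adjusted p of 8.94e-09 to 0.00513 over 13 alternatives).

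Single libraries also moved the other medians. On day 3 the Hippo median was 0.17 without KO day 3 library 2, and the YAP1 target median was 0.43 without KO day 3 library 3. On day 1 the osteoclast median was 0.0415 without the double-hyphen WT day 1 library and -0.28 without the single-hyphen library of the same number, and without KO day 1 library 3 the Hippo median was 0.00379 and the YAP1 target median 0.30. On day 0 the osteoclast median was 0.13 without WT day 0 library 2, the Hippo median was 0.0894 without KO day 0 library 2 and -0.10 without KO day 0 library 1, and the YAP1 target median was 0.24 without WT day 0 library 1 and 2.00 without WT day 0 library 3.

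**Figure D4:**
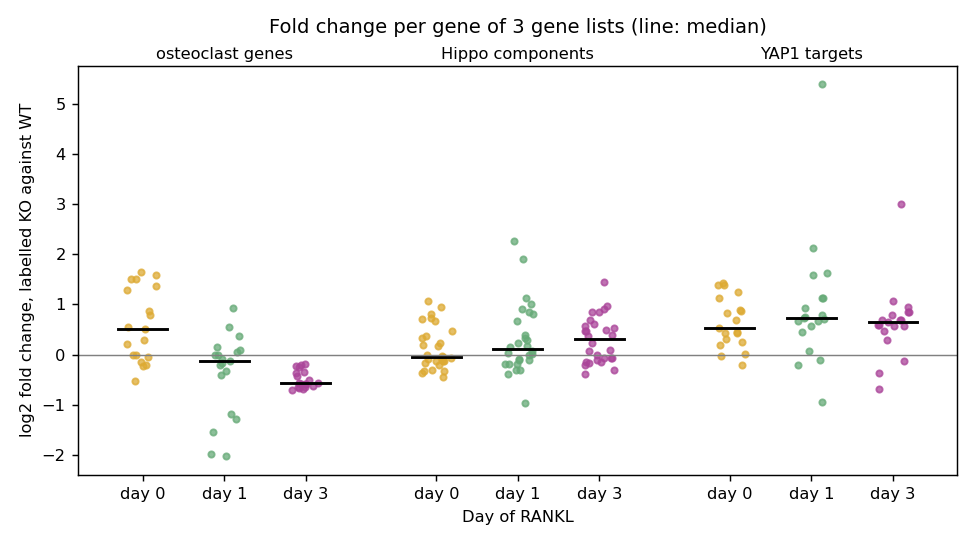
Log2 fold change between the labels (KO against WT, vertical axis) for each tested gene of 3 lists on days 0, 1 and 3 of RANKL, with a line at the median of the fitted values. The 19 osteoclast genes all lie below 0 on day 3, with a median of -0.57, and have a median of 0.51 on day 0.

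The difference between the labels in the osteoclast score changed by -1.03 from day 0 to day 3 (exact permutation of the labels within days, 400 orders, p = 0.015, adjusted over 6 tests p = 0.09) and by -0.74 from day 0 to day 1 (exact permutation p = 0.05, adjusted p = 0.15). The Hippo and YAP1 target scores changed by -0.14 and -0.47 from day 0 to day 3 (exact permutation p = 0.83 and 0.67). None of the 6 tests passed after adjustment. With whole numbers permuted, the osteoclast change to day 3 had an exact p = 0.1, the lowest that 20 orders can give.

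**Figure D5:**
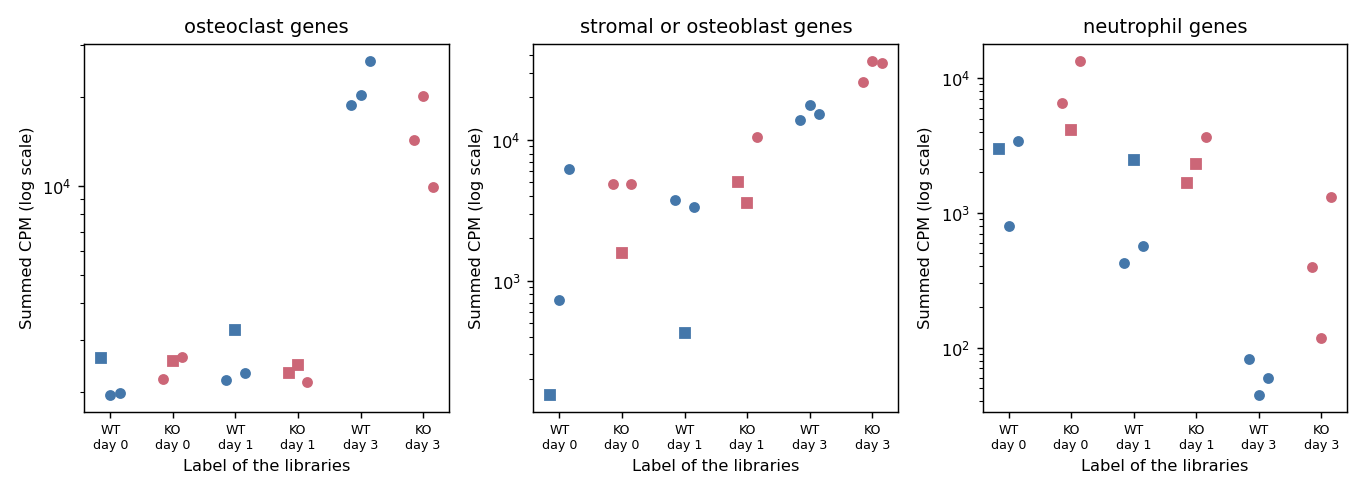
Summed CPM (log axis) of the osteoclast, stromal or osteoblast, and neutrophil lists in each of 18 libraries, by label and day, with squares for double-hyphen titles. The neutrophil sum on day 3 lies at 118 to 1313 CPM in the libraries labelled KO and at 44.6 to 81.9 CPM in those labelled WT.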

Values the study reported

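The study reported 515 genes higher and 105 genes lower in the Zmat1-deficient cells than in control cells 3 days after RANKL, and fewer differences after 1 day. The study reported that genes were selected with edgeR at a fold change above 1.5 or below 0.66 and a P value below 0.05. The study reported that the macrophages were grown with M-CSF at 50 ng/mL and turned into osteoclasts with RANKL at 100 ng/mL. The study reported 30 genes bound and regulated by ZMAT1, 26 of them repressed, and named Trim46 as the only E3 ubiquitin ligase gene among them.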

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

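The score tests for osteoclast genes and their covariates were chosen before this result was seen, except the count of genes, the permutation of whole numbers, the block and the fits that each left out 1 library, which were chosen after it.

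The difference between the labels in the osteoclast score was 1.03 lower on day 3 than on day 0 on the log2 scale (-1.03, SE 0.368). It was singled out because the difference between the labels itself differed between days by a test (exact permutation of the labels within days, p = 0.015), but it failed the adjustment over 6 tests (adjusted p = 0.09). That test takes the days as independent, and with whole numbers permuted the exact p was 0.1, the lowest that 20 orders can give. For 19 of 19 osteoclast genes the fitted fold change was lower on day 3 than on day 0, and some of these genes were at the floor on day 0. In 12 fits that each left out 1 of the 12 libraries the value ran from -1.26 (without KO day 3 library 2) to -0.79 (without KO day 3 library 3).

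The tables argue against the title styles or stromal RNA as the whole cause. With the single-hyphen libraries only, the difference was -1.26 (SE 0.418), which is against a difference between the title styles. With the stromal score as a covariate it was -0.96 (SE 0.367), which is against RNA from stromal or osteoblast cells. With the neutrophil score it was -1.04 (SE 0.387), which cannot decide on RNA from neutrophil-lineage cells. That covariate has a single slope over days. Among the libraries labelled KO, the osteoclast score rose with the neutrophil score on day 0 and fell as it rose on day 3. On KO day 3 the osteoclast genes had a mean log2 CPM of 7.66, 8.08 and 7.14 in libraries 1 to 3. The neutrophil genes had 3.39, 2.13 and 4.99. With the replicate block within label the difference was -1.03 (SE 0.423). A biological difference between the mice of each label, which the design names, stays open and was not tested beyond the labels, whose gene Zmat1 was not lower in the libraries labelled KO. So does the spread between cultures, since each group had 3 libraries and the adjusted p was 0.09.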

How the results depend on the processing

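The counts for RANKL on day 3 stayed within 1.5 times their values under all 14 alternatives (5724 to 7746 genes in the libraries labelled WT, 4452 to 6668 in those labelled KO). The osteoclast genes kept a lower median on day 3 under 13 alternatives of the model (-0.77 to -0.32, camera adjusted p of 8.94e-09 to 0.00513), but fry gave an adjusted p of 0.189 and camera with an estimated correlation 0.339. The interaction on day 1 gave 0 genes under all 21 alternatives (527 at an unadjusted p under 0.05). DESeq2 size factors changed no count of called genes by over 1.5 times. Of the values of single genes under alternatives, 841 stayed on their side of the threshold, 95 lost their call, 1 gained one and 3 changed sign.

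Several other counts moved, and where no reason is named the cause was not tested. The DESeq2 Wald test gave 235, 76 and 64 genes between the labels on days 3, 1 and 0, 1221 (WT) and 175 (KO) for RANKL on day 1, and 4 for the interaction on day 3. In simulated data it made more false calls than edgeR. With the title style as a covariate the counts were 51 on day 3 and 31 on day 1 between the labels, 1001 (WT) and 18 (KO) for RANKL on day 1, and 1446 at the unadjusted threshold on day 1, against 1102 on day 3, so that the order of the days changed. The YAP1 target median on day 3 was 0.66 (adjusted p = 0.0387) with that covariate. With only the libraries of the groups compared, the counts between the labels were 132, 3 and 6 on days 3, 1 and 0, and 1628 at the unadjusted threshold on day 3. The counts for RANKL on day 1 were 0 (WT) and 0 (KO) (2914 and 1456 at an unadjusted p under 0.05 in the fit of all libraries). This alternative leaves fewer libraries for the spread, which does not by itself explain the rises on day 3. The fit of all libraries shares its estimate of the spread over the 6 groups. Libraries of the same group differed by a chi-square per degree of freedom of 18.39 to 66.77 on day 3. On days 0 and 1 it was 19.15 to 166.7. Day 3 tests in the fit of all libraries thus carried spread from the other days, and how far this lowered their counts was not tested. With only the libraries of the groups compared, the Hippo median on day 3 was 0.30 (adjusted p = 0.0141) and the YAP1 target median 0.65 (adjusted p = 0.000476). The adjusted p ran over 0.0141 to 0.615 and 0.000476 to 0.447 for all 13 alternatives. The stricter filter, which tests fewer genes, gave 534, 373 and 339 genes at the unadjusted threshold on days 3, 1 and 0. No filter gave 126 genes for RANKL on day 1 (WT), and the average of both WT day 1 libraries numbered 1 gave 576 (WT) and 13 (KO). The replicate number as a block gave 9 genes there and 20 on day 3 between the labels. Between the labels the numbers do not pair the libraries, since same-number pairs of the same day correlated by a median of -0.119 (9 pairs). The replicate block within label, chosen after the data were seen, gave 7363 (WT) and 6026 (KO) genes for RANKL on day 3, 0 and 0 on day 1, and 0 for each interaction. On day 1 the numbers did not pair every library, and this block changed no other call beyond those 6 named for day 1.

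Each library was also left out in turn, which lowers the number of libraries but does not by itself explain the rises below. The counts between the labels ran from 9 (without KO day 3 library 1) to 13 on day 3, from 13 to 133 (without the double-hyphen WT day 1 library) on day 1, and from 15 to 197 (without WT day 0 library 3) on day 0. For RANKL on day 1 they ran from 0 (without WT day 1 library 2 or the single-hyphen library 1) to 1839 (without the double-hyphen library) in the libraries labelled WT, and from 0 to 13 (without KO day 0 library 2) in those labelled KO. At the unadjusted threshold they ran from 515 (without KO day 3 library 3) to 905 on day 3, from 472 to 1419 (without the double-hyphen WT day 1 library) on day 1, and from 311 (without WT day 0 library 2) to 1875 (without WT day 0 library 3) on day 0. The YAP1 target median on day 3 ran from 0.43 to 0.84, and it passed without KO day 3 library 1 (0.79, adjusted p = 0.0332).

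The results that changed sign all did so on leaving out 1 library. The osteoclast median on day 1 ran from -0.28 to 0.0415 (without the double-hyphen WT day 1 library). The Hippo median on day 0 ran from -0.10 to 0.0894 (without KO day 0 library 2), with 0.02 without KO day 0 library 3 and 0.00599 without WT day 0 library 3. Zmat1 between the labels on day 0 ran from -0.15 (without KO day 0 library 2) to 0.89, with -0.04 without WT day 0 library 2. Zmat1 for RANKL on day 3 in the libraries labelled WT ran from -0.77 to 0.26 (without WT day 0 library 1). The cause was not tested. A different pseudocount and a scaling to the median ratio were meant for FPKM values and were not run. The depth limits Trim46 on day 0, at 0.513 CPM in the libraries labelled WT, and genes under the floor of 3 counts, for which only bounds can be given.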

Other observations

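The tests chosen only after the result was seen were those on exchanged labels, the altered allele, the positions of called genes, the summed Tpm3 counts, the region around Zmat1, the position of Trim46, covariates as the whole cause of the excess of higher genes, the permutations and lineage of the neutrophil genes, dilution of osteoclast genes, and a library deposited more than once. For Trim46 with the stromal covariate, for the stromal part of the excess, for either score as the whole cause of it, for the share of macrophages, for the chance order of the libraries and for the dilution of osteoclast genes, the reading of the value was also settled after it was seen.

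Zmat1 was not lower in the libraries labelled KO (log2 fold change 0.63 on day 3, where a knockout would lower it if the transcript were lost). A single library under the wrong label is argued against, since in each day held out 100% of the genes called on both other days (14, 13 and 13 genes) separated its 3 and 3 libraries in the same direction, where chance gives 5%. Exchanged labels with a lost transcript are argued against by at least 32 counts of Zmat1 in each library labelled WT. RNA of wild-type cells in the libraries labelled KO is argued against by Gm13767, Gm12220 and Cgn, which kept 0.126% of their WT level there (3 counts against 2236), while Zmat1 stood at 133%. An altered allele whose transcripts are still counted stays open, since the gene-level value of 0.63 cannot tell it from an intact allele and exons were not analysed here. Whether the cells differ in ZMAT1 protein was not tested.

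Genes called between the labels lay close together. Of 24 loci, 14 lay within 5 Mb of another, against a median of 2 in 10000 random sets of tested genes (permutation p = 2e-04). Linked strain differences between the mice of each label are a candidate explanation. It is at odds with the breeding the paper states, where heterozygotes of a named genetic background were intercrossed and knockout mice were compared with wild-type littermates. Such breeding would not tie stretches of chromosomes 3 and 11 to the label, since Zmat1 lies on chromosome X. Whether each library came from such littermates cannot be read from the labels. In the stretches of chromosomes 3 and 11 that hold 14 called genes, 31.2% of the 215 genes not called had an unadjusted p under 0.05 for the mean of the 3 days, against a median of 17.9% in random windows (permutation p = 0.0099). The other stretches of the genome were not tested one by one, and the stretches were chosen from these data. Reads shared between Tpm3 and Tpm3-rs7 may explain that pair, since their summed counts differed by a log2 fold change of 0.0489 (SE 0.145) while each alone differed by 1.91 and -1.55. A passenger region around the targeted gene is argued against by 0 called genes among 61 within 10 Mb of Zmat1 (13 at an unadjusted p under 0.05). A biological difference between the labels in these regions stays open and was not tested.

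Trim46 was higher on day 3 in the libraries labelled KO (log2 fold change 1.12, adjusted p = 0.507 in edgeR, higher in 3 of 3 libraries). It lies 0.44 Mb from 5830417I10Rik, inside the chromosome 3 stretch, so that a linked strain difference and a change due to the label cannot be told apart with these libraries. With the stromal score as a covariate its log2 fold change was 0.49 (SE 0.417), which lies within 2 SE of both 0 and 1.12, so RNA from stromal or osteoblast cells cannot be told apart from a change in the macrophages either. The same covariate took the Trim46 value from 1.007 to 0.099 (SE 0.535) on day 1 and from 0.62 to -0.004 (SE 3) on day 0. With the neutrophil score as a covariate the Trim46 values were 0.60 on day 3, 0.63 on day 1 and 0.26 on day 0. A biological effect of the label on Trim46 stays open, untested.

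At the unadjusted threshold on day 3, 84.8% of the 810 genes were higher in the libraries labelled KO. Gene length is argued against (lowest share 82.1% over 3 classes of length), as are library depth (84.6% with libraries thinned to the same total) and the normalization (80.03% with total counts). RNA from stromal or osteoblast cells or from neutrophil-lineage cells, as the whole cause, cannot be told apart from other causes. The share of higher genes was 62.6% of 1150 genes with the stromal score as a covariate and 68.3% of 458 with the neutrophil score, and neither share has a value for no change. With the stromal score the number of higher genes did not fall (687 without it, 720 with it), while the lower genes rose from 123 to 430. That share fell only through the lower genes, so it does not show that the stromal score accounts for the higher ones. With the neutrophil score 313 genes were higher and 145 lower. The simulated day with no change gave 408 genes. As a part of the cause, neutrophil-lineage RNA may contribute, since 41% of the higher genes followed that score within groups of days 0 and 1, against 9.5% of all genes and 5.69% of the lower genes. That test was not specific, since 43.5% of the higher genes followed the macrophage score (17.4% of all genes) and 40.9% the B cell score (10.3%). For the stromal score the shares were 27.6% of the higher genes and 24.2% of all genes, too close to tell. A biological effect of the label stays open, untested.

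The neutrophil genes were higher in the libraries labelled KO on each day, in 14 of 14 genes on all 3 days, with medians of 3.24 on day 3, 1.21 on day 1 and 1.84 on day 0. The exact permutation of the labels within days (mean difference 1.92) gave p = 0.00125, adjusted over 12 lists 0.015. It takes the days as independent, but same-number KO libraries varied together, and KO library 3 had the highest neutrophil score on each day (8.53, 6.57 and 4.99). With whole numbers permuted on days 0 and 3 the exact p was 0.1, the lowest that 20 orders can give, so chance order of the libraries stays open. Whether a lower share of macrophages raised every other cell type cannot be told. The 14 B cell and erythroid genes had a median of 0.13 on day 0 (-0.64 to 0.94). The difference between the neutrophil score and theirs was 1.32 there, with an SE of 0.739 between libraries (1.61 on day 1, 1.57 on day 3). Over the 3 days it was 1.501 (SE 0.427, exact permutation p = 0.002 with the days taken as independent), a test added after the day 0 value was seen. On day 3, however, the B cell, T or NK cell and stromal genes were higher too, although the summed CPM of the B cell genes overlapped between the labels. RNA from neutrophil-lineage cells is a candidate explanation, with 14 genes higher on each of the 3 days. Its most abundant genes on day 0 were Ngp (2374 against 754 CPM), S100a9 (2018 against 543 CPM) and Ltf (1068 against 387 CPM), and on day 3 Ngp fell to 139 against 12.4 CPM and S100a9 to 195 against 18.6 CPM. All 14 genes were above 1 CPM in the WT day 0 libraries, and 0 of them are in another list. Whether these cells were carried over from marrow or the macrophages expressed the genes cannot be read from these tables, and a biological difference of the label was not tested.

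The osteoclast genes were lower on day 3 in the libraries labelled KO (median -0.57). Dilution by RNA of other cells and slower formation of osteoclasts cannot be told apart with the macrophage genes, since they had a median of 0.32, did not all move in the same direction, and less formation could itself raise them. Slower formation of osteoclasts is a biological explanation that stays open and was not tested. Of the 19 osteoclast genes 12 were above 1 CPM in the WT day 0 libraries, 0 are in another list, and 6 are among the fixed genes of the report.

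The other lists gave these results, as the median log2 fold change on day 3 with the camera adjusted p, and the exact permutation p within days. The stromal or osteoblast genes (20 of 20 tested) had 1.06 (adjusted p = 0.000734), and all 20 were higher on days 3 and 1 and 19 on day 0, with a permutation p = 0.0075 (adjusted 0.03). Their most abundant gene, Col1a1, measured 10694 against 5496 CPM on day 3, and 19 of the 20 were above 1 CPM in the WT day 0 libraries. The B cell genes (9 of 11 tested) had 2.59 (adjusted p = 0.00731; permutation p = 0.0592), the T or NK cell genes (3 of 10 tested) 1.63 (adjusted p = 0.0337; permutation p = 0.0075), and the erythroid genes (5 of 10 tested) 0.21 (adjusted p = 0.578; permutation p = 0.854). Only 4 of the 9 B cell genes were above the floor in every WT day 0 library. On day 3 the B cell score differed by 1.10, less than the median of fitted values. Their summed CPM overlapped there, at 125 to 160 in the libraries labelled KO and 126 to 142.7 in those labelled WT. The macrophage genes (12 tested) had 0.32 (adjusted p = 0.165; permutation p = 0.029, adjusted 0.0696), the cell cycle genes (20 tested) -0.32 (adjusted p = 0.0562; permutation p = 0.962), the interferon response genes (18 tested) -0.48 (adjusted p = 0.000133; permutation p = 0.126), and the sex-linked genes (1 of 6 tested, Xist) -0.25 (adjusted p = 0.525; permutation p = 0.0428, adjusted 0.0855). The other days gave different values for some lists. The cell cycle genes had 0.62 on day 0, with all 20 higher (adjusted p = 0.00942), and -0.25 on day 1 (adjusted p = 0.0562). The B cell genes had 0.34 on day 0 and -0.13 on day 1, the T or NK cell genes 0.13 and 0.26, the erythroid genes -0.10 and -0.97, and the macrophage genes -0.08 and 0.24. The interferon response genes had -0.53 on day 0 (adjusted p = 0.00433) and -0.09 on day 1, the stromal or osteoblast genes 0.77 and 1.41 (adjusted p = 5.67e-07 and 6.15e-10), and Xist -0.56 and -0.47. With whole numbers permuted on days 0 and 3 the stromal or osteoblast and the T or NK cell genes each had an exact p = 0.2. None of these calls held under fry or under camera with an estimated correlation.

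Other splits of the libraries were counted for each comparison, and 3 against 3 libraries make 10 splits, which cannot give a share under 0.1. At an adjusted p under 0.05 the real split was the 1 split with as many genes between the labels on day 3. The same held for RANKL on day 3 in both labels. For KO, where the numbers may pair days 0 and 3, the 3 other splits that part every pair gave 0 genes. The number was 2 of the 10 splits between the labels on days 1 and 0, and for RANKL on day 1 in both labels. At the unadjusted threshold the numbers were 1 on day 3, 2 on day 1 and 2 on day 0. On day 1 the other split followed the title style, with 1569 genes between the 3 double-hyphen and the 3 single-hyphen libraries, and 31 genes differed between the labels with the style as a covariate. On day 0 the other split put both double-hyphen libraries with WT day 0 library 2 and gave 854 genes, against 22 between the labels with the covariate. For RANKL on day 1 the other splits gave 2756 genes (WT) and 5 genes (KO, double against single hyphens), against 1001 and 18 with the covariate. For the interactions the real count was 0 (769 and 527 genes at an unadjusted p under 0.05), which every draw reaches, so that the draws say nothing about it. On day 1, 4 of 25 draws gave any gene, up to 1105, and on day 3 0 did. The number of genes that follow the title style, 3310, was reached by 1 of 81 ways to mark as many libraries in each group, the real one, and the highest other was 1110. That count takes the groups as independent, while KO number 2 and WT number 1 each have a double-hyphen library on both days 0 and 1. The titles do not say what the styles stand for.

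The double-hyphen WT day 1 library lay apart from the other WT day 1 libraries. A day 0 library under the day 1 label is argued against by its score of 0.25 on genes that moved between days in the libraries labelled KO, where the highest WT day 0 library scored -0.61 and the lowest of the other WT day 1 libraries 0.60. One library deposited more than once is argued against by a chi-square per degree of freedom of 167 against the other library numbered 1. A difference between the rounds that the title styles may mark stays open, since 1 of 81 markings, the real one, gave 3310 genes, and a biological difference between the mice was not tested.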
